# A MicroRNA-Transcription Factor Blueprint for Early Atrial Arrhythmogenic Remodeling

**DOI:** 10.1155/2015/263151

**Published:** 2015-06-28

**Authors:** Mario Torrado, Diego Franco, Estefanía Lozano-Velasco, Francisco Hernández-Torres, Ramón Calviño, Guillermo Aldama, Alberto Centeno, Alfonso Castro-Beiras, Alexander Mikhailov

## Abstract

Spontaneous self-terminating atrial fibrillation (AF) is one of the most common heart rhythm disorders, yet the regulatory molecular mechanisms underlying this syndrome are rather unclear. MicroRNA (miRNA) transcriptome and expression of candidate transcription factors (TFs) with potential roles in arrhythmogenesis, such as *Pitx2*, *Tbx5*, and myocardin (*Myocd*), were analyzed by microarray, qRT-PCR, and Western blotting in left atrial (LA) samples from pigs with transitory AF established by right atrial tachypacing. Induced ectopic tachyarrhythmia caused rapid and substantial miRNA remodeling associated with a marked downregulation of *Pitx2*, *Tbx5*, and *Myocd* expression in atrial myocardium. The downregulation of *Pitx2*, *Tbx5*, and *Myocd* was inversely correlated with upregulation of the corresponding targeting miRNAs (miR-21, miR-10a/10b, and miR-1, resp.) in the LA of paced animals. Through *in vitro* transient transfections of HL-1 atrial myocytes, we further showed that upregulation of miR-21 did result in downregulation of *Pitx2* in cardiomyocyte background. The results suggest that immediate-early miRNA remodeling coupled with deregulation of TF expression underlies the onset of AF.

## 1. Introduction

Atrial fibrillation (AF), a heart rhythm disorder dubbed as “the epidemic of the 21st century” [1], represents nowadays a serious clinical problem making the development of novel treatment approaches highly desirable (recently reviewed in [2]). AF is generally considered to be a progressive condition, occurring first in a paroxysmal form (short-lived self-terminating episodes) and then in persistent and eventually long-lasting permanent forms. Recent growing evidence indicates that the underlying molecular mechanisms are distinct in each form of AF [3, 4]. Proarrhythmogenic molecular remodeling, broadly defined as any change in atrial gene regulation that promotes atrial conduction disturbances, is potentially crucial for unraveling the onset mechanisms of atrial tachyarrhythmias.

There is emerging evidence that microRNAs (miRNAs) can modulate a diverse spectrum of cardiac functions through their ability to remodel cardiac transcriptional circuits (reviewed in [5–7]). The tight regulation of the levels of miRNAs is critical for maintaining normal physiological conditions, and dysregulated miRNA levels contribute to the development of heart diseases (reviewed in [8–10]). In relevance to this study, miRNAs have been demonstrated to be essential in regulating atrial excitability and can be involved, directly or indirectly, in increased atrial arrhythmogenicity and AF (reviewed in [11–15]). In this context, there is growing evidence regarding the aberrant miRNA expression in chronic AF conditions in patients [16–22], while only a few papers have focused on miRNA transcriptomic profiling of atrial samples from patients with paroxysmal AF [23, 24]. Specifically, these papers demonstrated that a miRNA-mediated imbalance in the gonadotropin releasing hormone receptor/p53 [23] and metalloproteinase/inhibitor [24] pathways may potentially be involved in atrial remodeling. As it is mentioned in the reports, fibrillating atrial samples were collected during cardiac surgery in hypertonic patients [23] or in patients with long-lasting (years) paroxysmal AF [24]. Each of these clinical conditions is known to be associated with a chronic atrial stretch and consequent atrial structural remodeling. In this sense, left atrial enlargement was observed in patients in the study by [24].

Although these studies provide evidence in support of the importance of miRNAs in long-lasting AF, the use of miRNA expression profiling as a tool to assess the very-early atrial remodeling in animal models of self-terminating atrial tachyarrhythmias (resembling early-onset lone paroxysmal AF in humans) is still missing. It is important to highlight that the left (LA) and right (RA) atria have different susceptibilities towards developing arrhythmias, given the fact that the pulmonary veins and surrounding myocardial regions of the LA constitute the most frequent foci of AF initiation.

In the current study, we report the changes in miRNA expression in the LA in response to ectopic tachyarrhythmia episodes induced by short-term atrial pacing in pigs. 38 microRNAs were differentially expressed, 18 of which were upregulated in the LA of paced versus sham (control) animals. In addition, we identified expression differences for novel miRNAs that have not previously been annotated as either cardiac- or AF-associated.

Alterations in atrial miRNAs can contribute to transcription factor (TF) deregulations underlying early atrial remodeling. Genome-wide association studies and other approaches have identified the TFs,* Pitx2* and* Tbx5* as candidate genes linked to susceptibility for early development of AF (reviewed in [41, 42]) and myocardin (*Myocd*) as a transcription cofactor linked with LA functional and structural remodeling [43]. Interestingly,* Pitx2*,* Tbx5*, and* Myocd* expression is markedly downregulated in the LA in response to ectopic tachyarrhythmia. Particularly intriguing is that the downregulation of these TFs inversely correlates with upregulation of the corresponding targeting miRNAs in the LA of paced animals.

## 2. Materials and Methods

### 2.1. Animals and Experimental Design

“Large white” 3-month-old pigs were obtained from a local commercial breeder (La Coruña, Spain) and randomly divided into two groups: (1) sham (*n* = 5; mean body weight, 25.2 ± 1.2 kg) and (2) atrial tachypacing (*n* = 5; mean body weight, 25.7 ± 0.8 kg). A close-chest tachyarrhythmia model was established in animals via rapid atrial electrical stimulation with a controlled ventricular response rate. To control anaesthesia, ventilation, and oxygenation, ECG, heart rhythm, and blood pressure were continuously monitored. The right femoral vein was dissected and cannulated with a multielectrode catheter (Medtronic, Minneapolis, USA) connected with an external pulse stimulator (A-M Systems, UK) for programmed pacing rates. Under fluoroscopic guidance, the catheter was passed into the right atrium (Figure 1). To avoid tachycardia-induced ventricular dysfunction (ventricular arrhythmias), esmolol hydrochloride (a beta adrenergic receptor blocker) was given before pacing. After a 5-minute stabilization of sinus rate, a three-burst-pacing (at 800 bpm) protocol was performed in each animal of the paced group. Occurrence and duration of rhythm disturbances were characterized by ECG (Figure 1). The duration of induced self-terminating paroxysms of AF was measured from the end of the last stimulus of the burst pacing to the first P-wave upon spontaneous reversion to normal sinus rhythm. Burst pacing was not performed in the sham-operated group. Animals were euthanized 20–24 hours after cessation of pacing to harvest cardiac tissues for RNA and protein isolation and histology. Animals were used in accordance with the European Commission Directive 86/609/EEC and all protocols were approved by the Institutional Animal Care and Use Ethics Committee (permit number: CE 012/2012; University of La Coruña, La Coruña, Spain).

### 2.2. Cell Culture and Transfection In Vitro

The mouse atrial cardiomyocyte cell line, HL-1 (provided by Professor William C. Claycomb), was cultured in Claycomb's growth medium. HL-1 cells (6 × 10^5^ cells per well) were transfected with pre-miR-21 (Ambion, USA) and anti-miR-21 (Eurogentec, Belgium) at 10–50 nM using Lipofectamine 2000 (Invitrogen, Barcelona, Spain) according to manufacturer's guidelines. Negative controls included nontransfected (mock) cells as well as 5′ carboxyfluorescein- (FAM-) labeled pre-miR negative control transfected cells, which also allowed transfection efficiency evaluation. In each assay, transfections were performed in triplicate. The transfection efficiency was around 60% in all experiments. After 4 hours of posttransfection, HL-1 cells were cultured in fresh medium for 48 hours and then harvested and processed for RNA and protein extraction as described [44].

### 2.3. Microarray

Purification of total RNA, including small RNAs, from LA samples was performed using miRNeasy Mini Kit (Qiagen, USA), including the on-column DNase digestion with RNase-free DNase, as described in the Qiagen Manual. Deep-frozen LA samples were directly homogenized in QIAzol lysis reagent (Qiagen) using a high-speed rotor-stator homogenizer (Ultra-Turrax T8, Germany). RNA was quantified by spectrophotometry and quality was evaluated by gel electrophoresis. Microarray analysis of RNAs isolated from LA biopsies of three paced and three sham pigs was performed by a service provider (LC Sciences, Houston, USA) using Pig miRNA Array (MRA-1013, version miRPig_20), which contains 322 unique probes (9 repeats each) of pig mature miRNAs. The probe content comes from version 20 of the miRBase sequence database which was updated on June 24, 2013. Briefly, the detection probes were made by* in situ* synthesis using PGR (photogenerated reagent) chemistry. Hybridization was performed overnight on a *μ*Paraflo microfluidic chip using a microcirculation pump (Atactic Technologies). Fluorescence images were collected using a laser scanner (GenePix 4000B, Molecular Device) and digitized using Array-Pro image analysis software (Media Cybernetics). *t*-test was performed between control and experimental sample groups. *T*-values were calculated for each miRNA, and *p* values were computed from the theoretical *t*-distribution. The clustering was done using the hierarchical method and performed with average linkage and Euclidean distance metric. The complete microarray data is available at NCBI through GEO (Gene Expression Omnibus) accession number GSE65330 (http://www.ncbi.nlm.nih.gov/geo).

### 2.4. Real-Time Quantitative PCR (qRT-PCR)

qRT-PCR was performed on Bio-Rad IQ5 instrument (Bio-Rad, Madrid, Spain) and MxPro Mx3005p qPCR thermal cycler (Stratagene, Madrid, Spain) using, respectively, SYBR Green (Bio-Rad, Madrid, Spain) and Dynamo SYBR Green (Finnzymes, Finland) master mix as described previously [44, 45]. The primer pairs were located in different exons to rule out genomic DNA amplification. Each primer pair used yielded a single peak of dissociation on the melting curve and a single band with the expected size on PAGE gels. Identity of the PCR products was confirmed by sequencing. NT and non-RT RNA template reactions were used as negative controls. All PCR setups were performed at least in triplicate. Relative quantifications were calculated with the comparative ΔCt cycle method with normalization to the expression of housekeeping genes coding for ribosomal protein L19 (*Rpl19*), *β*-actin, glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*), and *β*-*D*-glucuronidase (*Gusb*). The efficiency of target and reference amplifications was tested to be approximately equal. miRNA qRT-PCR was performed using Exiqon LNA microRNA qRT-PCR primers and detection kit (Exiqon, Madrid, Spain) according to manufacturer's guidelines. All reactions were run in triplicate using 5S as normalizing control. Primer sequences and additional data are available upon request.

### 2.5. Antibodies

The following primary antibodies were used: (1) rabbit polyclonal antibodies to PITX2A,B,C (Capra Science, Ängelholm, Sweden; at 1 : 2000 dilution): the specificity of the anti-PITX2 antibodies was independently validated by Western blot analysis of COS-7 cells expressing each PITX2 isoform [46]; (2) rabbit polyclonal antibodies to TBX5 (Abcam, Cambridge, UK; at 1 : 500 dilution); (3) rabbit polyclonal antibodies to myocardin which were generated by Davids Biotechnologie (Regensburg, Germany) using the recombinant TAD-containing fragment of porcine MYOCD as immunogen (at 1 : 500 dilution): these antibodies were shown to be specific for both MYOCD-A (minor) and MYOCD-B (major) variants expressed in pig cardiac tissues [47]; (4) rabbit polyclonal antibodies to cardiac troponin I (Abcam, Cambridge, UK; at 1 : 40000 dilution); (5) rabbit polyclonal antibodies to cardiac calsequestrin-2 (Abcam, Cambridge, UK; at 1 : 10000 dilution); (6) rabbit monoclonal antibodies to sarcoplasmic reticulum ATPase (SERCA-2A; Abcam, Cambridge, UK; at 1 : 10000 dilution); (7) rabbit polyclonal antibodies to caspase-3 (Cell Signaling, Leiden, Netherlands; at 1 : 1000); (8) rabbit monoclonal antibodies to caspase-9 (Abcam, Cambridge, UK; at 1 : 1000 dilution); and (9) mouse monoclonal anti-GAPDH (glyceraldehyde-3-phosphate dehydrogenase) antibody (Sigma, Madrid, Spain; at 1 : 10000 dilution). Secondary peroxidase conjugated anti-rabbit and anti-mouse IgG (Fab-specific) antibodies were purchased from Sigma (Madrid, Spain).

### 2.6. SDS-PAGE and Western Blotting

Tissue samples were homogenized in standard 2x Laemmli buffer (Invitrogen, Barcelona, Spain) supplemented with complete protease inhibitor cocktail (Roche, Madrid, Spain) as previously described [45, 46]. Following centrifugation at 20000 g for 30 minutes, the concentration of supernatant proteins was analyzed using the Bio-Rad DC Protein Assay Kit (Bio-Rad, Hercules, USA) according to the manufacturer's protocol. The protein extracts were normalized to total protein concentration; the results of normalization were confirmed by SDS-PAGE and Coomassie staining before Western blotting analysis [46]. Protein supernatants (loading range of 5–15 mg/run) were resolved on a 12% SDS-PAGE (Mini-Protean-III, Bio-Rad, Hercules, USA) and blotted onto PVDF-membranes (Hybond-P, Amersham Biosciences, Barcelona, Spain). Molecular weight (MW) standards (Precision Plus Protein WesternC Standards from Bio-Rad and SeeBlue Plus2 Pre-Stained Standard from Invitrogen) were included on each gel. Blots were probed with the antibodies indicated above and visualized by the Super-Signal West Pico chemiluminescent substrate (Pierce Biotechnology, Madrid, Spain). Equivalence of protein loading was confirmed by Amido Black 10B (Merck, Barcelona, Spain) staining of blots after immunodetection. The blots were reprobed with anti-GAPDH antibodies as additional control for loading. Quantification of Western blot signals was obtained by using a Bio-Rad GS800 calibrated densitometer with Quantity One software.

### 2.7. Histochemical Staining

Fragments of LA samples were fixed with 4% paraformaldehyde (in PBS, 1 hour at room temperature), paraffin-embedded, 5 *μ*m sectioned, stained with Picrosirius Red (Sigma, Madrid, Spain) as described previously [48], and visualized with bright-field “Nikon Eclipse 600” microscopy by an experienced technician blinded to the experimental design. The area of red-stained pixels was quantified in three zones of LA free wall sections from three paced versus three sham animals by ROI (Region of Interest) analysis using ACT-2U Image software (version 1.4, Nikon, Japan).

### 2.8. Statistical Analysis

Values are expressed as mean ± S.E.M. All comparisons between groups were performed using unpaired Student's *t*-test. Differences were considered statistically significant for *p* value ≤ 0.05.

## 3. Results

### 3.1. Burst Tachypacing Results in Self-Terminating Paroxysms of Atrial Fibrillation

Brief self-terminating episodes of AF were induced in postnatal pigs by repetitive burst pacing of the RA via an implanted catheter electrode (see Figure 1). Hemodynamic parameters were comparable in the paced versus sham animals throughout the experiment. Before and after catheter insertion, the ventricular rate means were similar at baseline in both sham and pacing groups but increased in the pacing group compared with baseline upon electrical stimulation (150 ± 6 bpm versus 130 ± 3 bpm). Every burst was followed by consecutive (3–5) AF episodes, each lasting 20–30 sec. On average, a total duration of AF episodes (per animal) was 600 ± 120 sec. No AF episodes were detected by ECG-tracing at least 1 hour after the tachyarrhythmia protocol was terminated. On the next day, the ECG examination (prior to sacrifice of animals and excision of the heart) showed normal heart rhythm (with normal QRS duration) in both paced and sham pigs. Picrosirius red staining revealed no signs of fibrosis in LA samples from paced or sham animals (data not shown).

These results suggest that episodes of self-terminating AF observed in our porcine model are reminiscent of those which occur in patients with asymptomatic paroxysmal AF.

### 3.2. Paroxysmal Atrial Tachyarrhythmia Leads to a Rapid Change in Atrial miRNA Transcriptome

Since the RA might have been damaged by catheter insertion, we studied miRNA expression changes associated with AF in the LA from paced versus sham pigs 20–24 hours after pacing. 

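LA RNA from 3 paced and 3 sham pigs was hybridized to 1-colour miRNA microarrays, with 1 array per animal. The paced animals had received 3 bursts of pacing at 800 bpm, and tissue was harvested 20 to 24 hours later. The paper gives the age of the pigs as 3 months, while the sample labels describe neonatal piglets. Each array carried 3968 spots. Of these, 2898 were the 9 repeat spots of 322 probes for pig mature miRNAs and 1070 were controls, 786 of them empty. The scanner values deposited for each spot are the median intensity of its pixels on a linear scale, with the background included and with no local background beside them. The authors also deposited 1 processed value per probe and array, with a median of 48.7, 53.7 and 59.2 in sham replicates 1, 2 and 3 and of 48.9, 53.6 and 52.5 in paced replicates 1, 2 and 3. Set against the scanner values of the same array, the processed values kept the direction and a linear scale, with Spearman's rho across probes from 0.988 to 0.996. Probes are not independent replicates. The smallest processed values, from 0.00203 to 0.0434, lay below the empty-spot signal of every array, so a background had been removed. The paper's text names neither this step nor the normalization between arrays.
The background of an array was read from its empty spots. Their median signal was 214 ± 60.7 (SD over 786 spots), 64.7 ± 8.35 and 117 ± 16.1 scanner units in sham replicates 1, 2 and 3. In paced replicates 1, 2 and 3 it was 399 ± 50.2, 242.5 ± 30.8 and 261 ± 34.2 units, so that every paced array lay above every sham array.

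**Figure D1:**
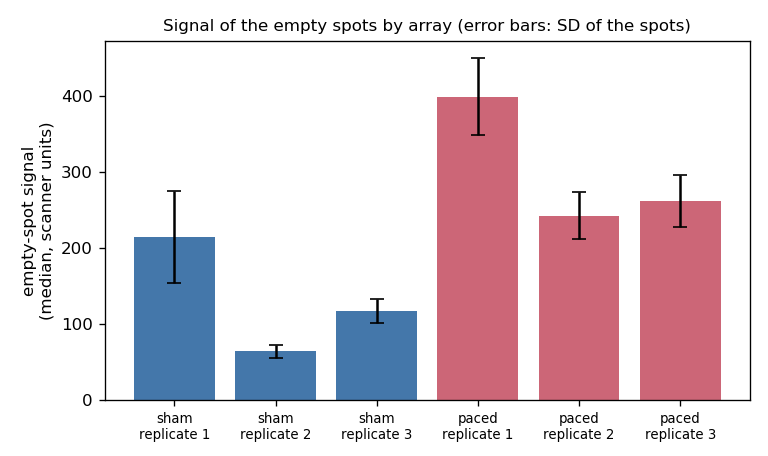
Signal of the empty spots on each array in scanner units. Bars are the median over 786 spots, error bars the SD of the spots; the bars reach from 64.7 to 214 in sham animals and from 242.5 to 399 in paced animals.

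A probe was taken as well above background on an array when the median of its repeat spots exceeded the empty-spot median by more than 3 SD of the empty spots. This held for 126, 175 and 162 probes in the sham replicates and for 104, 158 and 136 probes in the paced replicates. On all 6 arrays it held for 104 probes, and on none for 143 probes. Measured against the 15 nearest empty spots of each spot, a choice made after the data were examined, this held for 118 probes on all arrays, and 123 probes met it on none. The scanner values were corrected for background with normexp (offset 50), quantile-normalized between arrays, transformed to log2 and averaged over the repeat spots. Paced and sham animals were compared with limma over all 322 probes, with p values adjusted by the method of Benjamini and Hochberg. The number of arrays limits the precision, and an exact permutation test on 3 animals against 3 cannot give a p below 0.1.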

Our initial goal was to analyze AF-induced miRNA transcriptome changes by microarray approach. 

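Over the 104 probes well above background on all 6 arrays, the mean Euclidean distance in log2 values between a paced and a sham array was 2.83. Between arrays of the same group it was 2.80. The difference of 0.03 was reached by other splits of the 6 arrays as well (exact permutation test, one-sided, p = 0.4). It was 0.54 over all 322 probes (exact permutation test, p = 0.2) and 0.30 without paced replicate 2. It changed most when paced replicate 1 was left out, to 0.95, which no other split of the remaining arrays reached (exact permutation test, p = 0.1). With a sham replicate left out it lay between -0.33 and -0.21, so that arrays of different groups were then no farther apart than arrays of one group. The same held without normalization between arrays (-0.24) and with 1 minus the Pearson correlation as the distance (-0.00085). The within-group mean pools the pairs of both groups, and the paced arrays spread more. Leaving out a sham array gives the paced pairs more weight in it, and leaving out a paced array gives them less. Part of the changes with an animal left out can come from this weighting. The leading principal component carried 50.0% of the variance. The sham animals lay at -0.75, -0.30 and -0.05 on it, paced replicate 1 at -2.09, and paced replicates 2 and 3 at 1.89 and 1.29. The within-group SD, as the root mean square over these probes, was 0.24 in paced and 0.15 in sham animals.

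**Figure D2:**
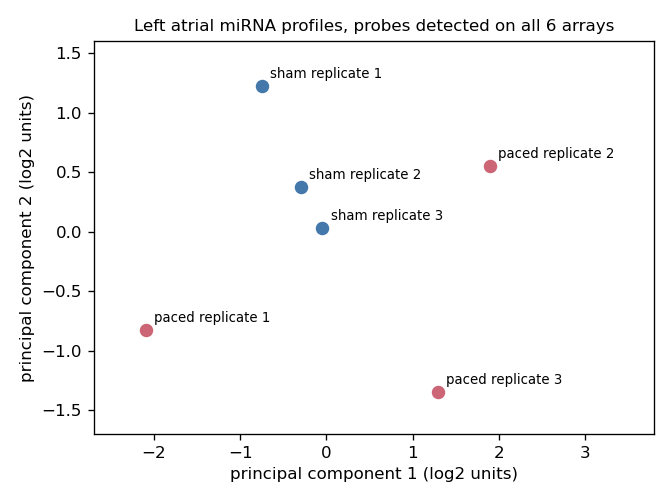
Principal components of the log2 values of the 104 probes well above background on all 6 arrays, in log2 units. Each point is the array of 1 animal; paced replicate 1, at -2.09 on the horizontal axis, and paced replicates 2 and 3, at 1.89 and 1.29, lie on opposite sides of the sham animals.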

The results of microarray experiments demonstrated that transient episodes of AF alter the miRNA expression profiles of the LA. Of 322 porcine mature miRNA sequences analyzed by microarrays, the expression of 29 miRNAs was significantly up- (12 miRNAs) or downregulated (17 miRNAs) in the LA from paced versus sham animals (Figure 2; Table 1). 

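In the limma comparison, 34 of the 322 miRNAs reached the methods' threshold for an unadjusted p, 11 with higher and 23 with lower values in paced animals. After adjustment the count was 0, and the lowest adjusted p was 0.134. The methods' t-test on the same log2 values gave 39 miRNAs at the threshold and 0 after adjustment. Run on the authors' processed values, the methods' t-test gave 29 and 0. These 29 are not the list of Table 1, since 18 of them are in it and 11 are not. Paced and sham values did not overlap for 56 probes (17.4%, where chance gives 10%), among them 5 of the 104 probes well above background on all arrays. All 29 miRNAs of Table 1 differed in the direction given there, and 20 of them were among the 34. Of the 34 miRNAs, 12 were not well above background on any array. The count changed most when the arrays were scaled to the median of the detected probes. It was then 181, of which 176 were higher in paced animals and 171 remained below the adjusted threshold. This scaling raised the median difference over all probes to 0.44 on the log2 scale. The count fell to 19 without sham replicate 2 and to 21 without paced replicate 3, and rose to 67 without paced replicate 1, with 9 of these past the adjusted threshold. It was 5 when only the 126 probes well above background on every array of a group were tested. Most spike-in controls, which do not depend on the tissue, lay outside the sham values on paced replicates 2 and 3. The calls without paced replicate 1 are therefore not separated from hybridization conditions. From its microarray results, the paper concludes that brief AF episodes change miRNA expression in the LA.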

Seven miRNAs (i.e., miR-7140-3p, miR-4335, miR-129b, miR-296-5p, miR-4334-5p, miR-4339, and miR-182) showed 2-fold or greater increases after LA pacing. 

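Of these 7 miRNAs, miR-4334-5p was well above background on 2 of 3 arrays in each group. Its normalized log2 value was 7.59 ± 0.18 (SD, n = 3) in sham and 8.11 ± 0.09 (SD, n = 3) in paced animals. The difference of 0.53 (SE 0.11, limma, adjusted p = 0.134) was larger than the spread between animals, and each paced animal lay above each sham animal. The other 6 miRNAs were not well above background on any array, so no fold is given for them. Against the nearest empty spots this held for 3 of the 7, miR-7140-3p, miR-4335 and miR-4339. For miR-129b the difference in log2 value was 0.29 (SE 0.16, adjusted p = 0.511). The differences of miR-296-5p, miR-4335 and miR-4339 were 0.27, 0.19 and 0.11, with adjusted p values from 0.492 to 0.658, and for these 4 miRNAs the paced and sham values overlapped. None of the 7 miRNAs reached a log2 difference of 1 in the values normalized from the scanner data, which gives a count of 0. The offset of 50 compresses differences between dim probes. If the signal above the offset doubled from the sham mean, these 7 miRNAs would show a log2 difference of only 0.66 to 0.80. The count of 0 at a log2 difference of 1 therefore does not exclude a 2-fold increase. None of the 7 reached the difference of such a doubling either, with values from 0.11 to 0.53. This does not decide the question for any of the 7, because the signal above the offset is not all signal of the miRNA. The probe of miR-10a-3p, with a processed mean of 0.0361 in sham animals, still had a normalized log2 value of 6.52 there. For the 6 miRNAs not well above background on any array, the signal itself is also uncertain. With plain subtraction of the background, the count at a log2 difference of 1 was 1. On the authors' processed values all 7 reached it. Those values also rose with the array's empty-spot signal within the groups, with slopes from 0.03 (miR-182) to 0.92 (miR-4339) log2 units per log2 unit.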

The biggest difference was observed for miR-7140-3p, which was expressed approximately 4-fold higher in paced than in sham animals. 

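The probe of miR-7140-3p was not well above background on any of the 6 arrays. Its normalized log2 values were 6.97, 6.90 and 6.92 in sham replicates 1, 2 and 3, with a mean of 6.93 ± 0.03 (SD, n = 3). In paced replicates 1, 2 and 3 they were 7.43, 7.17 and 7.22, with a mean of 7.27 ± 0.14 (SD, n = 3). Each paced value lay above each sham value, and the difference was 0.34 (SE 0.09, limma, adjusted p = 0.172). With each animal left out in turn, the difference stayed between 0.27 and 0.39. It was largest on the authors' processed values, where it was 2.04 in the same fit (adjusted p = 0.233) and the group means were 11.7 ± 5.29 (SD, n = 3) and 45.9 ± 14.9 (SD, n = 3). With the arrays scaled to the median of the detected probes it was 0.94 and its adjusted p 3.07e-05, while the adjusted p ranged up to 0.764 over the other settings. Within the groups, its processed value rose with the empty-spot signal of the array by 0.88 log2 units per log2 unit. Of the 12 upregulated miRNAs of Table 1, only miR-1307 was well above background on all 6 arrays, at 9.23 ± 0.26 (SD, n = 3) in sham and 9.88 ± 0.40 (SD, n = 3) in paced animals, a difference of 0.65 (SE 0.22, adjusted p = 0.357), and paced and sham values overlapped.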

The known cardiac-expressed miRNAs (i.e., miR-24-2-5p, miR-542-5, miR-27b-5p, miR-7, and miR-30c-3p; see Table 1) were prominent among the miRNAs that showed a significant downregulated expression (~2-fold decrease) in the paced group compared with controls. 

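For miR-24-2-5p, well above background in 2 sham animals and 1 paced animal, the normalized log2 value was 7.74 ± 0.06 (SD, n = 3) in sham and 7.35 ± 0.13 (SD, n = 3) in paced animals. The difference was -0.39 (SE 0.09, limma, adjusted p = 0.134). The probes of miR-542-5p, miR-27b-5p and miR-7 were each well above background in 2 sham animals and in no paced animal (against the nearest empty spots, miR-542-5p in 1). In the paced group their level is therefore only bounded, and the bound gave no fold above 1. Their measured values went from 7.61 ± 0.12 to 7.21 ± 0.06, from 7.33 ± 0.06 to 7.06 ± 0.05 and from 7.34 ± 0.06 to 6.99 ± 0.10 (SD, n = 3 in each group). The differences were -0.40 (SE 0.08), -0.27 (SE 0.07) and -0.35 (SE 0.08), with adjusted p values of 0.134, 0.168 and 0.134. The probe of miR-30c-3p was not well above background on any array (against the nearest empty spots, in 1 sham animal), and its difference was -0.25 (SE 0.07, adjusted p = 0.222). For all 5 miRNAs each paced animal lay below each sham animal. When the arrays were scaled to the median of the detected probes, all 5 differences turned positive, from 0.14 to 0.36, yet stayed below the shift of 0.44 that this scaling gave the median probe. Without normalization miR-27b-5p, miR-7 and miR-30c-3p turned positive as well, at 0.17, 0.06 and 0.20, against a shift of 0.27. With plain subtraction of the background miR-30c-3p was at 0.02.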

Of particular note, the microarray profiling unveiled a low-to-moderate downregulation of three miRNAs (i.e., miR-143-3p, miR-363, and miR-18b) previously detected in patients with chronic AF. 

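The probe of miR-143-3p was well above background on all 6 arrays. Its normalized log2 value was 12.79 ± 0.10 (SD, n = 3) in sham and 12.47 ± 0.15 (SD, n = 3) in paced animals, a difference of -0.32 (SE 0.10, limma, adjusted p = 0.323). For miR-363, well above background in 2 sham animals and 1 paced animal, the values were 7.86 ± 0.08 and 7.44 ± 0.07 (SD, n = 3 in each group). Its difference of -0.42 (SE 0.08) had an adjusted p of 0.134. For miR-18b, well above background in 2 sham animals and no paced animal (against the nearest empty spots, 3 and 1), the measured values were 7.56 ± 0.14 and 7.23 ± 0.13 (SD, n = 3 in each group), and the difference was -0.33 (SE 0.10, adjusted p = 0.323). All 3 differences were larger than the spread between animals, without overlap between the groups. Scaled to the median of the detected probes, miR-363 and miR-18b changed sign, to 0.07 and 0.21, both below the shift of the median probe. Without normalization miR-18b was at 0.05. The sign of miR-143-3p did not change under either.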

Pacing-induced alterations in the expression of other miRNAs with particular concern for their involvement in AF could not be determined by microarray hybridizations due to a high variability among replicates (miR-1, miR-21, miR-23a/b, miR-29a, and miR-133a) or very low hybridization signals (miR-10a, miR-10b; see the complete microarray data at NCBI through GEO accession number GSE65330).

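The spread of these miRNAs was measured as the SD of the log2 values within the groups, pooled over both groups, and ranked among the 104 probes well above background on all 6 arrays. The SD was 0.50 for miR-1 (percentile 99.5), 0.44 for miR-21 (97.6) and 0.25 for miR-29a (79.3). For miR-23a it was 0.11 (20.7) and for miR-23b 0.08 (10.1). The paper names no arm of miR-133a, and the array has a probe for each. The SD was 0.23 for miR-133a-5p (74.5) and 0.01 for miR-133a-3p (0.481), the brightest probe, whose value quantile normalization holds in place. The median percentile of these 7 probes was 74.5, and leaving out 1 animal moved it to between 29.3 (without paced replicate 2) and 76.4.
For miR-1 the log2 value was 13.04 ± 0.14 (SD, n = 3) in sham and 13.42 ± 0.70 (SD, n = 3) in paced animals, a difference of 0.37 (SE 0.32, limma, adjusted p = 0.725). For miR-21 it was 12.30 ± 0.07 and 12.67 ± 0.62 (SD, n = 3 in each group), also a difference of 0.37 (SE 0.28, adjusted p = 0.670). Neither difference exceeded the spread between paced animals. Without paced replicate 1 the difference of miR-1 was 0.75 (SE 0.11, adjusted p = 0.0150), and its adjusted p reached 0.985 with another animal left out. Without paced replicate 2 the difference of miR-21 was 0.73 (SE 0.08, adjusted p = 0.0413), and its adjusted p reached 0.977 with another animal left out. Spike-in controls do not depend on the tissue, and most of the 18 tested lay outside the sham values on each paced array. Neither fit therefore separates pacing from hybridization conditions. The differences of miR-23a, miR-29a and miR-133a-3p were 0.09 (SE 0.09), 0.04 (SE 0.17) and 0.00 (SE 0.06). That of miR-133a-5p was -0.34 (SE 0.16, adjusted p = 0.470).

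**Figure D3:**
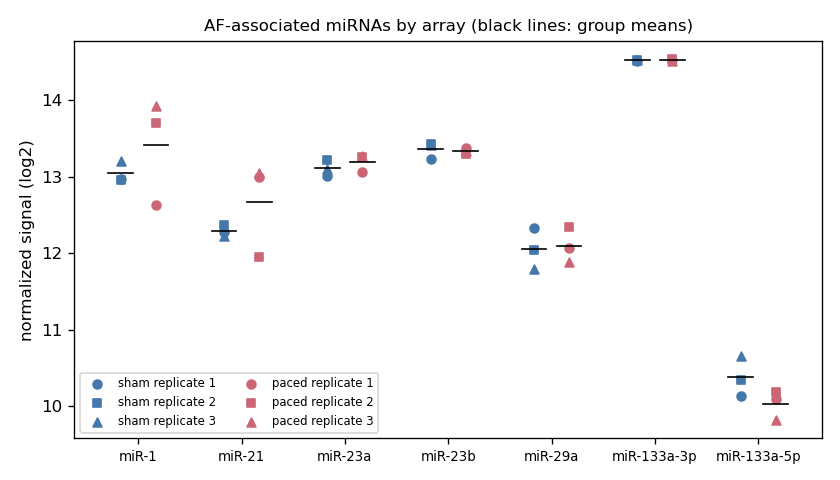
Normalized signal (log2) of the AF-associated miRNAs in each animal, with black lines at the group means. The paced values of miR-1, with an SD of 0.70, and of miR-21, with an SD of 0.62, lie farther apart than their sham values.

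The probes of miR-10a-3p were not well above background on any array. Those of miR-10a-5p were so in 1 sham animal, and those of miR-10b in 1 sham and 1 paced animal. Against the nearest empty spots, miR-10a-5p was so in 1 animal and miR-10b in 2 animals of each group. Their differences in log2 value were 0.13 (SE 0.08), 0.03 (SE 0.10) and 0.11 (SE 0.21), none larger than 2 SE.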

Consequently, our second goal was to study whether the expression of these and other AF-associated miRNAs (not revealed by microarray evaluation) could be altered in our porcine model. To this end, the expression of 11 miRNAs, selected on the basis of published reports [7–9, 13, 14, 21] (and references wherein), was analyzed by qPCR in the LA from paced versus sham pigs (Figure 3). Six miRNAs (miR-1, miR-10a-5p, miR-10b, miR-21, miR-29a, and miR-208a) showed a higher expression in paced as compared with nonpaced animals. The expression of miR-23a, miR-23b, and miR-24 was significantly reduced following pacing, while that of miR-133a, miR-125-3p, and miR-141 remained unchanged.

Taken together, the results indicate that short-term atrial tachyarrhythmia episodes lead to a rapid miRNA remodeling of atrial myocardium.

### 3.3. Paroxysmal Atrial Tachyarrhythmia Leads to Downregulation of Transcriptional Factors Related to Atrial Arrhythmia Susceptibility

TFs, such as* Pitx2* and* Tbx5*, are increasingly recognized as potentially important contributors to atrial arrhythmia susceptibility (recently reviewed in [42]). Enlargement of the LA is widely regarded to be an epidemiological risk indicator for AF, and a transcription cofactor, myocardin (*Myocd*), has been identified as a possible susceptibility gene affecting LA size and function [43]. Our objective in this regard was to study whether these genes (with potential roles in arrhythmogenesis) are involved in early response of LA myocardium to induction of paroxysmal-like AF.

We evaluated transcript levels of* Pitx2*,* Tbx5*, and* Myocd* in the LA myocardium from paced versus nonpaced control pigs by qRT-PCR (Figure 4(a)). While the level of* Myocd* mRNA expression was reduced following pacing,* Pitx2* and* Tbx5* remained statistically unchanged between control and paced groups. At the protein level, however, a marked decline in expression of not only* Myocd* but also* Pitx2* and* Tbx5* was revealed in the LA of paced animals by Western blot (Figure 4(b)).

Signs of increased apoptosis were detected in atrial tissue in the canine tachypacing model of AF [49]. In this sense, the possibility that apoptosis might be responsible for the observed* Pitx2*,* Tbx5*, and* Myocd* protein downregulation could not be excluded. Western blot analysis did not reveal differences in LA expression levels of pro-caspase-3 and pro-caspase-9 between paced and control pigs, nor signs of activation of these key apoptotic enzymes in any of LA samples studied. In addition, LA levels of cardiac calcium-handling proteins (calsequestrin-2 and sarcoplasmic reticulum Ca^2+^ ATPase) and troponin I were not affected by pacing* per se* (Figure 4(b)). Therefore, it is doubtful that apoptosis is the principal factor responsible for the observed* Pitx2*,* Tbx5*, and* Myocd* protein downregulation in the LA following pacing.

It then became our working hypothesis that inhibition of translation by miRNAs can be responsible, at least in part, for the decrease in protein expression of* Pitx2*,* Tbx5*, and* Myocd* in paced pigs. There is growing evidence that miRNAs induce gene silencing with translational repression occurring first and then followed by mRNA decay (reviewed in [50, 51]). Our qPCR analysis showed that pacing resulted in a significant upregulation of a set of AF-associated miRNAs (i.e., miR-1, miR-10a, miR-10b, miR-21, miR-29a, and miR-208a) in the LA compared with the control (see Figure 3). Computational analysis (by miRanda and Targetscan) of the 3′ untranslated region of pig* Pitx2*,* Tbx5*,* and Myocd* genes revealed consensus sites for binding of, respectively, miR-21, miR-10a/miR-10b, and miR-1 (Figure 5(a)). Some of these predicted miRNA/mRNA pairings were in line with the available experimental evidence. In transfection assays, miR-1 inhibits mouse* Myocd* expression at the transcript [52] and protein level [53], while both miR-10a and miR-10b negatively modulate human* Tbx5* expression at the protein level [54].

In this study, we attempted to validate, for the first time, whether miR-21 can alter* Pitx2* expression in a cardiomyocyte background. To this end, miR-21 mimic and anti-miR-21 inhibitor were transfected into atrial HL-1 cardiomyocytes and the expression of* Pitx2c* gene was detected by qRT-PCR and Western blot (Figures 5(b), 5(c), and 5(d)). Transfection of HL-1 cardiomyocytes with miR-21 mimic silenced* Pitx2c *expression to a certain, but statistically significant, extent, whereas anti-miR-21 induced a marked increase in the* Pitx2c* transcript without affecting the expression of* Mef2c* (myocyte enhancer factor 2c) TF. Of note, endogenous miR-21, abundantly expressed in HL-1 cells [55], may interfere with* Pitx2*-silencing by miR-21 mimic transfection. An efficient* Pitx2c* activation by anti-miR-21, as observed in transfection assays, is concordant with this suggestion. A complimentary Western blot analysis (Figures 5(c) and 5(d)) revealed that PITX2C protein levels were significantly decreased in miR-21 transfected cells, being only slightly upregulated after anti-miR-21 delivery. The latter could probably be the result of additional mechanisms influencing the* Pitx2c* transcript versus protein ratio in anti-miR-21 transfected cells.

Consistent with the results obtained and other reports [53, 54], the histogram plot (Figure 5(e)) exhibits a clear inverse correlation in the protein expression of* Pitx2 *versus miR-21,* Tbx5 *versus miR-10b, and* Myocd *versus miR-1 in the LA of paced animals, confirming thus our hypothesis.

Together these data show that sporadic AF paroxysms are associated with marked downregulation of these TFs involved in AF susceptibility of atrial myocardium.

## 4. Discussion

In this study we provide evidence for two major findings. On the one hand, self-terminating paroxysms of AF caused a rapid and substantial miRNA remodeling of the LA myocardium in our animal model. On the other hand, this miRNA remodeling is associated with a marked downregulation of* Pitx2*,* Tbx5*, and* Myocd* TFs in paced atria.

The expression of 38 miRNAs was significantly altered due to burst pacing-induced paroxysms of AF, as revealed by microarray (29 miRNAs, see Table 1) and qPCR analysis (9 miRNAs, see Figure 3), and this number is obviously superior to that found in microarray study of LA samples from patients with paroxysmal AF (10 miRNAs [24]). They can be divided, in terms of expression patterns, into three categories as (1) miRs that have not previously been reported as expressed in the heart, (2) miRs with known expression in cardiac and skeletal muscles but not yet associated with AF, and (3) miRs with well-established AF-associated expression. Although this is by no means an exclusive list, it certainly contains some of the promising miRs to be further evaluated for their potential in AF. 

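In the LA, the probe of miR-182 was not well above background on any array. Against the nearest empty spots it was so on 1 array of each group. Its normalized log2 value was 7.14 ± 0.03 (SD, n = 3) in sham and 7.40 ± 0.10 (SD, n = 3) in paced animals, a difference of 0.26 (SE 0.07, limma, adjusted p = 0.240). The authors' processed values of miR-182 had group means of 28.9 ± 1.17 and 61.5 ± 7.92 (SD, n = 3 in each group). The probe of miR-486 was well above background in 3 sham and 2 paced animals. Its values were 8.78 ± 0.27 in sham and 8.08 ± 0.18 in paced animals (SD, n = 3 in each group), and the difference was -0.70 (SE 0.16, adjusted p = 0.134). Paced and sham values did not overlap for either miRNA.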

Of particular note, in this context, are miR-182 and miR-486, which were found to attenuate atrophy-related gene expression in skeletal muscle [38, 56]. Albeit the assayed tissue was skeletal muscle, both these miRs target the FoxO1 TF which has an important function in mediating apoptosis in the heart [57]. AF is strongly associated with changes in the heart that occur with aging (reviewed in [58]). In this respect, miR-17-3p (see Table 1), a negative modulator of cardiac aging [37], would also be a good candidate to be studied for a potential AF meaning.

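The probe of miR-17-3p was well above background in 1 sham animal and in no paced animal (against the nearest empty spots, in 2 and 1). Its measured log2 value was 7.44 ± 0.10 (SD, n = 3) in sham and 7.16 ± 0.10 (SD, n = 3) in paced animals. The difference of -0.28 (SE 0.09, limma, adjusted p = 0.323) left no overlap between the groups. With the arrays scaled to the median of the detected probes it became 0.29, and without normalization 0.13, both below the shift of the median probe under those settings.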

The expression signature of known AF-associated miRNAs in our model of paroxysmal-like AF (bold-marked in Table 1 and listed in Figure 3) appears to be different from that found in chronic AF in patients and animal models. Downregulation of miR-1, miR-10a, miR-29a, and miR-208a has been implicated in chronic AF [7, 13, 59], while these miRNAs were highly upregulated in the porcine LA in response to brief paroxysms of AF. In the same way, the levels of miR-133 expression significantly downregulated in chronic AF [13, 14] were unchanged in our model. 

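In the authors' processed values, miR-18b had a mean intensity of 79.1 ± 15.6 (SD, n = 3) in sham and 47.3 ± 13.6 (SD, n = 3) in paced animals. For miR-363 the means were 119 ± 12.4 and 73.5 ± 9.15 (SD, n = 3 in each group). In the Sscrofa11.1 assembly the genes of miR-363 and miR-18b lie within 10 kb of each other. Both miRNAs were lower in paced animals, with log2 differences of -0.42 and -0.33. Their genes also lie within 10 kb of those of miR-106a and miR-20b. The probes of miR-106a and miR-20b were well above background on all 6 arrays. Their log2 differences between paced and sham animals, -0.02 (SE 0.12) and 0.08 (SE 0.10), did not exceed their standard errors.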

Upregulation of miR-18b and miR-363 was found to be associated with chronic AF in patients [21], albeit these miRNAs were downregulated in paced pigs (see Table 1). Overall, it is tempting to speculate that the expression of the same set of AF-associated miRNAs can be up- or downregulated as a function of progression from paroxysmal to chronic AF. 

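The probes of miR-22-3p and miR-23b were well above background on all 6 arrays. For miR-22-3p the normalized log2 value was 13.17 ± 0.14 (SD, n = 3) in sham and 12.98 ± 0.13 (SD, n = 3) in paced animals. The difference of -0.19 (SE 0.10, limma, adjusted p = 0.495) left no overlap between the groups. For miR-23b the values were 13.36 ± 0.11 and 13.34 ± 0.04 (SD, n = 3 in each group), and the difference of -0.02 (SE 0.08, adjusted p = 0.925) was within the spread between animals. With sham replicate 2 or 3 left out, the miR-23b difference in log2 value was 0.01. In the processed values of the authors the mean intensity of miR-23b was 11022 ± 305 in sham and 10008 ± 298 in paced animals (SD, n = 3 in each group). For miR-22-3p the means were 9237 ± 495 and 7749 ± 447, and for miR-143-3p 7077 ± 651 and 5609 ± 545 (SD, n = 3 in each group).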

What is of note in this regard, however, is that the expression of miR-22-3p, miR-23b, and miR-143-3p was similarly downregulated in both patients with chronic AF [20] and our paroxysmal-like AF model (see Table 1). Likewise, expression of miR-21 was upregulated in the LA of patients with long-term persistent AF [60], as well as after short-term AF in pigs (this work). These results suggest that the expression of a subgroup of AF-associated microRNAs could be similarly altered in both paroxysmal and chronic AF states, indicating that congruent miRNA remodeling may occur within different AF contexts.

There are a few data [23, 24] which instead suggest that microRNA remodeling is quite distinct in paroxysmal AF in comparison with that in chronic AF. In one of these reports [23], RA biopsies were obtained from hypertonic patients with paroxysmal AF secondary to or associated with organic heart diseases, suggesting that the observed alterations in miRNA expression may have been attributable to the underlying heart disease rather than paroxysmal AF* per se*. In the other study [24], patients with paroxysmal AF had no obvious clinical signs of cardiovascular disease but LA biopsies taken from them for miRNA microarray analysis showed a markedly increased fibrosis as compared to those from patients with sinus rhythm. Our study is advantageous to the above-mentioned reports in the sense that we performed the miRNA microarray analysis, using LA biopsies from paced animals without pathological cardiovascular background. In addition, biochemical and histochemical analyses did not reveal signs of proapoptotic and profibrotic activation in paced atrial samples.

An aspect of particular interest of our study was the finding that the upregulation of miR-1, miR-10a, miR-10b, and miR-21 is negatively correlated with downregulation of, respectively, MYOCD, TBX5, and PITX2c in the paced LA (see Figure 5(e)). The results of transient transfection assays demonstrated that (1) miR-21 negatively regulates the expression of* Pitx2c* (this work), (2) miR-1 suppresses* Myocd* expression [53], and (3) miR-10a and miR-10b both inhibit* Tbx5* expression [54]. The functional relevance of these miRNA/TF relations (established through our model) to AF development remains elusive and thus future experimental approaches using knockdown and overexpression strategies are highly desirable.

There are lines of evidence that implicate downregulated expression of* Pitx2*,* Tbx5*, and, probably,* Myocd* in a predisposition to AF progression. In fact, several studies revealed an association between LA* Pitx2* downregulation and increased atrial arrhythmogenicity (reviewed in [61]). More recent research implicates* Pitx2* and* Pitx2*-mediated signaling in prevention of AF [62, 63]. In some patients with Holt-Oram syndrome and AF, the disease is caused by* Tbx5* mutations that create a premature termination codon, which is predicted to result in haploinsufficiency. It should be noted, however, that increased* Tbx5* dosage (gain-of-function mutations) was also associated with Holt-Oram syndrome and paroxysmal AF (reviewed in [41, 42]).* Myocd* is regarded as the most likely candidate among the genes affecting LA size [43], which is a clinical marker for risk stratification of AF development [64]. Cardiac-restricted inactivation of the* Myocd* gene in the adult heart resulted in development of severe four-chambered heart failure as a result of massive myocyte loss via apoptosis and replacement fibrosis (reviewed in [65, 66]).

The proarrhythmogenic mechanisms leading to the spontaneously self-terminating AF episodes typical of patients with paroxysmal AF remain elusive and not yet studied as hoped. Our results provide suggestive evidence for a significant* Pitx2*,* Tbx5*, and* Myocd* downregulation in a specific microRNA-upregulation context in response to tachycardia-induced AF. From this perspective, our data would suggest that higher levels of miR-21, miR-10b, and miR-1 in the LA myocardium contribute to arrhythmogenesis via perturbation of* Pitx2*,* Tbx5*, and* Myocd* signaling pathways, respectively.

## 5. Conclusions

In conclusion, we herein demonstrate that even short-lasting atrial tachyarrhythmia is associated with significant miRNA remodeling coupled with decreased expression of TFs with potential roles in arrhythmogenesis. We propose that the downregulation of* Pitx2c, Tbx5*, and* Myocd* may be permissive for future AF development. This study provides, therefore, previously unknown insights into interrogating miRNA-TF regulations underlying paroxysmal AF development in a large animal model, with potentially important implications from a biomedical perspective.

## Figures and Tables

**Figure 1:**
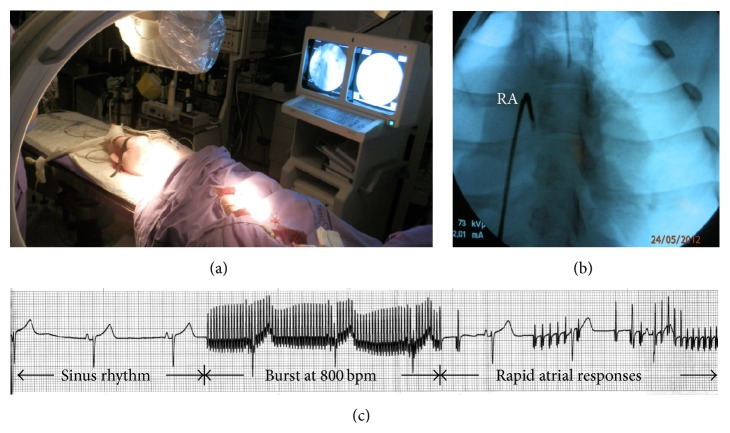
An electrical pacing assay. (a) Anaesthetized piglet (with automatic artificial lung ventilation) in the animal operating room. (b) Placing a pacing catheter in the right atrium (RA) using fluoroscopic guidance. (c) Representative telemetry ECG recordings monitored before, during, and after RA burst pacing.

**Figure 2:**
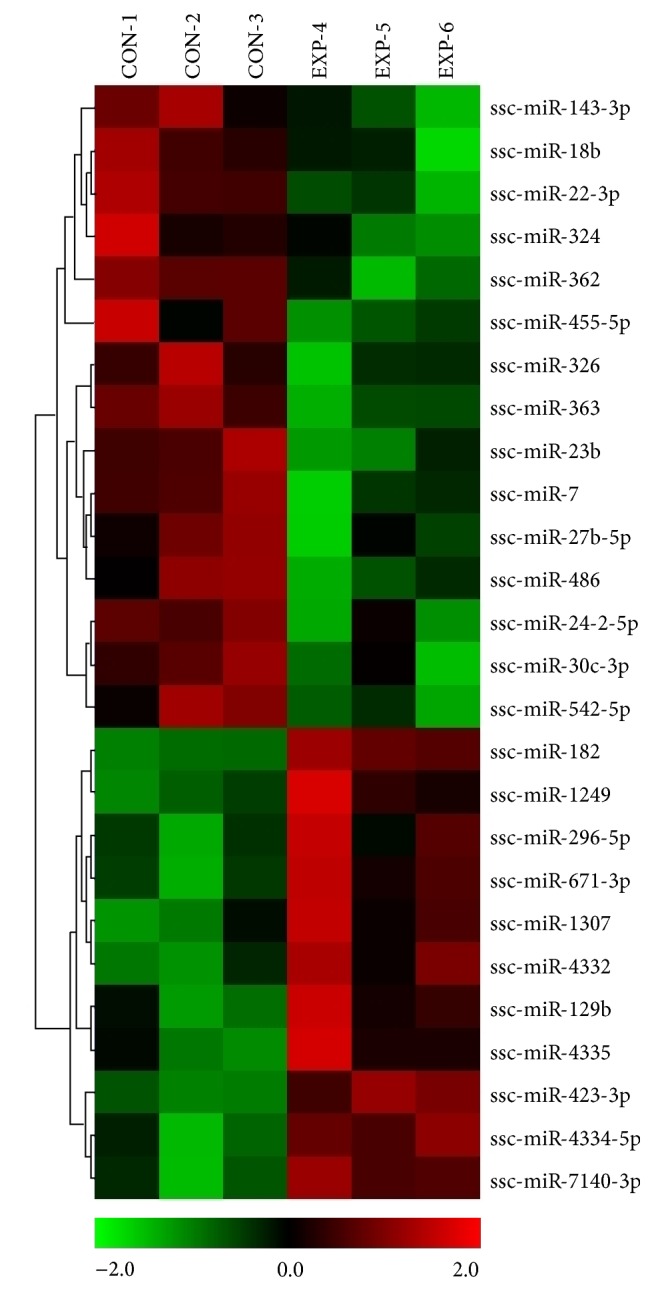
MicroRNA microarray expression profiling of the left atrium from paced versus nonpaced pigs. Heat map of the most differentially expressed (statistically significant) miRNAs in the left atrium of three paced (4–6) compared to three sham (1–3) animals. Relative expression is log_2_.

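Of the 29 miRNAs of Table 1, from which the heat map draws, 21 had log2 values without overlap between the 3 paced and the 3 sham animals. Where miRNAs are not chosen for their difference, chance gives 10%. Only miR-1307, miR-23b, miR-22-3p and miR-143-3p, 4 of the 29, were well above background on all 6 arrays, and 9 were so on none, of which 7 are listed as upregulated. Against the nearest empty spots, 6 were well above background on all arrays, with miR-4332 and miR-324 added, and 3 on none, all listed as upregulated. Outside Table 1, and among the probes well above background on all arrays, 3 more miRNAs were without overlap, all lower in paced animals. The log2 difference was -0.23 (SE 0.09, limma, adjusted p = 0.382) for miR-22-5p, -0.21 (SE 0.08, adjusted p = 0.399) for miR-128 and -0.15 (SE 0.07, adjusted p = 0.484) for miR-139-5p.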

**Figure 3:**
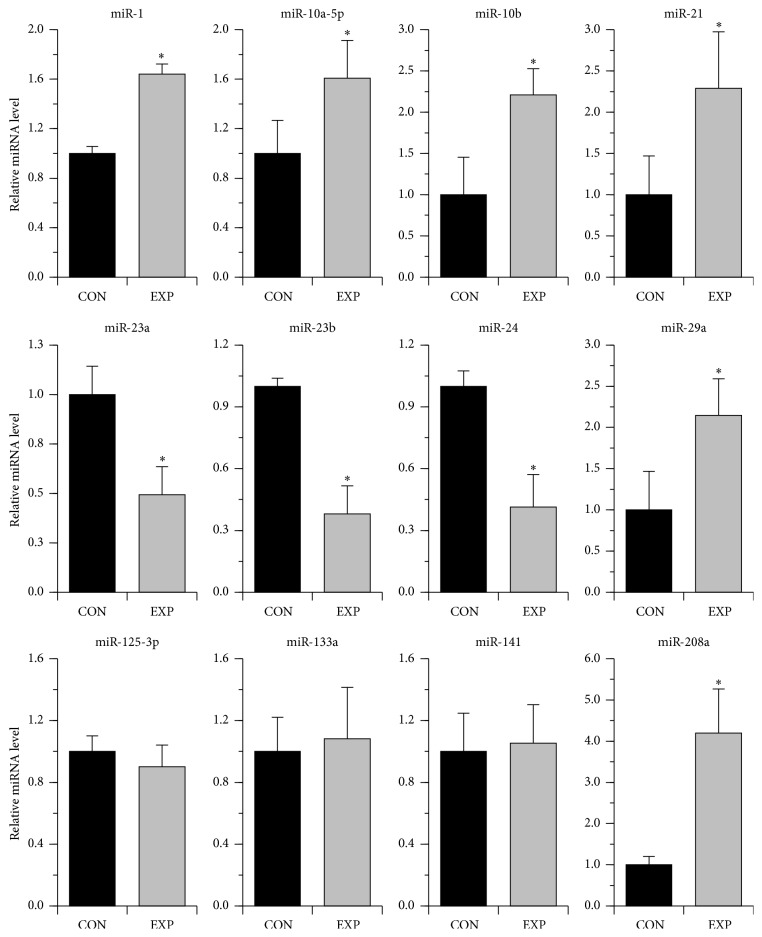
Expression of AF-associated miRNAs in the left atrium from paced (EXP) versus nonpaced (CON) pigs as revealed by qRT-PCR analysis. ^∗^ *p* ≤ 0.05 (*n* = 5 for each group).

**Figure 4:**
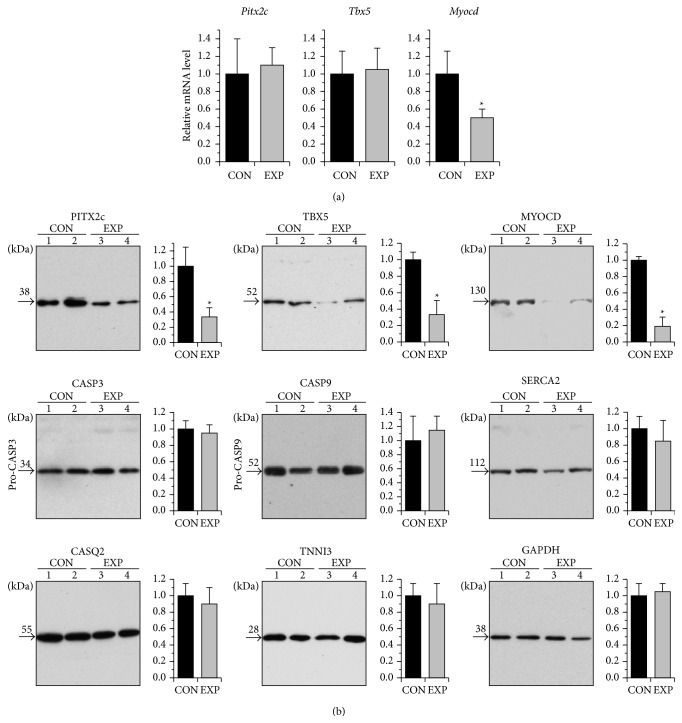
Altered expression of* Pitx2, Tbx5*, and* Myocd* in response to atrial short-term tachyarrhythmia. (a) Average relative values of transcript levels of* Pitx2c*,* Tbx5*, and* Myocd* in the left atrium from paced (EXP) versus sham (CON) animals. ^∗^ *p* ≤ 0.05 (*n* = 5 for each group). (b) Representative Western blots of left atrium samples from sham-operated (CON, lines 1-2) and paced (EXP, lines 3 and 4) animals and overall relative levels of the proteins as based on average values from each group. ^∗^ *p* ≤ 0.05 (*n* = 5 for each group). Western blot replicates were probed with antibodies against PITX2A,B,C, TBX5, MYOCD (myocardin), CASP3 (caspase-3), CASP9 (caspase-9), SERCA2 (cardiac sarcoplasmic reticulum Ca(2+)-ATPase 2a), CASQ2 (cardiac calsequestrin), TNNI3 (cardiac troponin I), and GAPDH (glyceraldehyde-3-phosphate dehydrogenase). MW values of the bands detected are shown.

**Figure 5:**
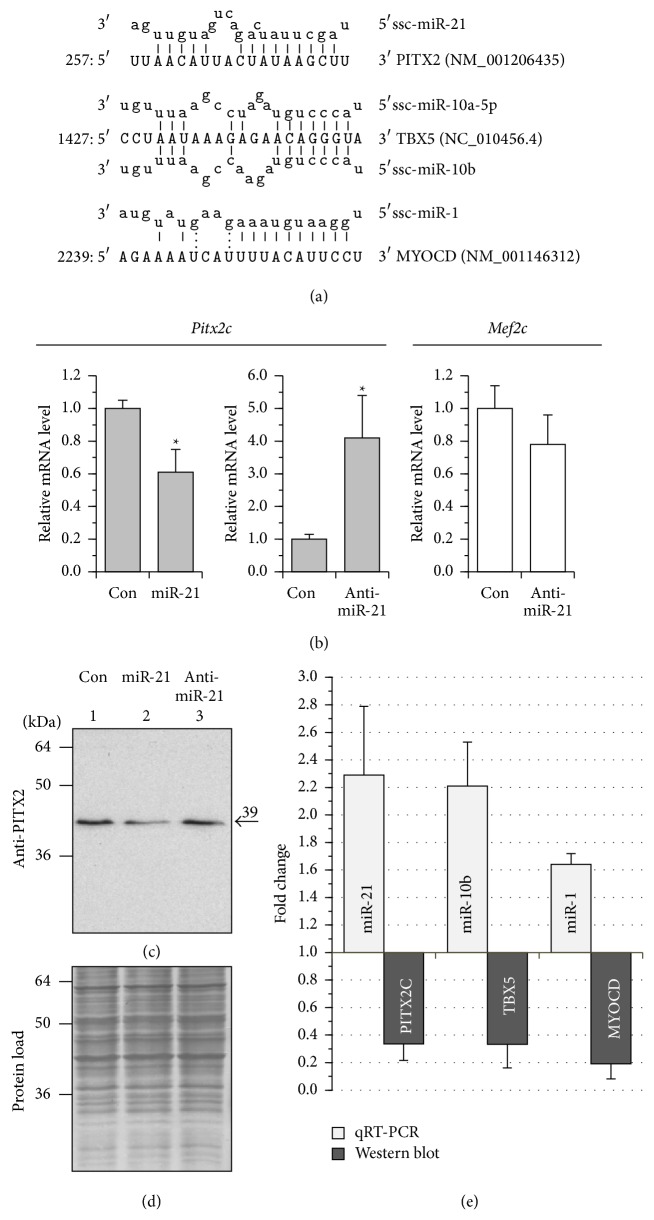
MicroRNAs which can be potentially responsible for the downregulation of* Pitx2*,* Tbx5*, and* Myocd* expression in atrial myocardium after pacing. (a) miRNA:mRNA alignments. Shown are the schematics of porcine* Pitx2* 3′-UTR sequence targeted by miR-21, porcine* Tbx5* 3′-UTR sequence targeted by miR-10a and miR-10b, and human* Myocd* 3′-UTR sequence targeted by miR-1. The porcine* Tbx5* 3′-UTR was identified within the pig genomic chromosome-14 sequence (NC_010456.4), starting from nt 40259322. (b) Overall relative levels of* Pitx2c* (grey boxes) and* Mef2c* (white boxes) transcripts in HL-1 cells transfected with 50 nM miR-21 mimic, anti-miR-21 inhibitor, and FAM-labeled pre-miR negative control (Con). The results of qRT-PCR analysis are shown. Data from 3 replicates of each transfection were pooled and averaged. ^∗^ *p* ≤ 0.05. (c) Control and transfected cells were pooled (from triplicate wells in each setup), lysed, electrophoresed, and immunoblotted with antibodies against PITX2A,B,C. MW values (kDa) of the bands detected are shown. (d) Membrane stained with Amido Black 10B. (e) The histogram demonstrating inverse expression correlations of selected miRNA/target gene pairs in paced pigs as revealed by qRT-PCR (miR-21, miR-10b, and miR-1) and Western blot (PITX2C, TBX5, and MYOCD). See text for details.

**Table 1:** The miRNAs significantly up- or downregulated in the paced LA, ordered by the fold change (FC).

miRNA	FC	Direction	*p* value	Reported expression in^∗^	Reference
ssc-miR-7140-3p	3,92	Up	0,0199	Porcine lung	[25]
ssc-miR-4335	3,22	Up	0,0540	Porcine intestine	[26]
ssc-miR-129b	2,90	Up	0,0520	Catfish heart	[27]
ssc-miR-296-5p	2,35	Up	0,0530	Human placenta	[28]
ssc-miR-4334-5p	2,22	Up	0,0072	Porcine intestine	[26]
ssc-miR-4339	2,16	Up	0,0499	Porcine intestine	[26]
ssc-miR-182	2,13	Up	0,0021	Human skeletal muscles	[29]
ssc-miR-4332	1,95	Up	0,0339	Porcine intestine	[26]
ssc-miR-1249	1,90	Up	0,0550	Rat pancreas	[30]
ssc-miR-1307	1,83	Up	0,0542	Human blood cells	[31]
**ssc-miR-671-3p**	1,63	Up	0,0492	Human atria	[23]
ssc-miR-423-3p	1,61	Up	0,0025	Rat hippocampus	[32]
**ssc-miR-23b**	−1,10	Down	0,0146	Human atria, AF	[20]
**ssc-miR-22-3p**	−1,19	Down	0,0181	Human atria, AF	[20]
**ssc-miR-143-3p**	−1,26	Down	0,0402	Human atria, AF	[20]
ssc-miR-324	−1,30	Down	0,0050	Human blood cells	[33]
ssc-miR-455-5p	−1,42	Down	0,0551	Human meningeal arteries	[34]
ssc-miR-326	−1,46	Down	0,0546	Human brain tissues	[35]
ssc-miR-362	−1,57	Down	0,0069	Human skeletal muscles	[36]
**ssc-miR-363**	−1,62	Down	0,0069	Human atria, AF	[21]
**ssc-miR-18b**	−1,67	Down	0,0550	Human atria, AF	[21]
ssc-miR-17-3p	−1,68	Down	0,0336	Mouse heart	[37]
**ssc-miR-24-2-5p**	−1,79	Down	0,0187	Human atria, AF	[23]
**ssc-miR-542-5p**	−1,85	Down	0,0318	Human atria, AF	[23]
ssc-miR-486	−1,88	Down	0,0365	Mouse skeletal muscles	[38]
**ssc-miR-27b-5p**	−1,96	Down	0,0509	Human atria, AF	[23]
ssc-miR-7	−2,37	Down	0,0211	Porcine heart	[39]
ssc-miR-30c-3p	−2,55	Down	0,0345	Porcine heart	[39]
ssc-miR-381	−2,69	Down	0,0540	Human skeletal muscles	[40]

^∗^Except the expression in malignant tumors and model cell lines. 

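The fold of each of the 29 miRNAs in Table 1 equals the ratio of the arithmetic group means of the authors' processed values within a tolerance of 0.005. Of the 29 p values in the table, 22 equal the p of the methods' t-test on those values within 0.0005. In the values normalized from the scanner data, miR-4332 was well above background on 2 arrays of each group, and its log2 difference was 0.47 (SE 0.16, limma, adjusted p = 0.357). For miR-423-3p, well above background on 1 array of each group, it was 0.28 (SE 0.06, adjusted p = 0.134). The differences of miR-1249, well above background on 1 array of each group, and of miR-671-3p, which was so on none, were 0.24 (SE 0.12) and 0.07 (SE 0.07). Among the miRNAs listed as downregulated, miR-455-5p and miR-324 were well above background in all sham animals and in 1 and 2 paced animals. Their differences were -0.37 (SE 0.08, adjusted p = 0.134) and -0.31 (SE 0.10, adjusted p = 0.357). For miR-362 and miR-326, which were well above background in no paced animal (against the nearest empty spots, in 1 each), they were -0.30 (SE 0.07, adjusted p = 0.168) and -0.07 (SE 0.10, adjusted p = 0.821). For miR-381, which was so on no array (against the nearest empty spots, in 1 sham animal), the difference was -0.22 (SE 0.07, adjusted p = 0.326). Scaled to the median of the detected probes, miR-324, miR-455-5p, miR-326, miR-362 and miR-381 changed sign, to between 0.01 and 0.51, and miR-326 alone then exceeded the shift of the median probe. Without normalization miR-326, miR-362 and miR-381 changed sign, and miR-381 also with plain subtraction of the background.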

Bold, detected in AF patient samples.

How the deposited data were processed for this re-analysis (not part of the article)

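The microarray data cover the LA of 3 paced and 3 sham pigs, with 1 array per animal and no pooling. The qPCR, Western blot, cell culture and histology data of the study were not analysed here. Samples were grouped as sham or paced from the labels and the paper, which give the same groups and replicate numbers. The paper describes pigs of 3 months in groups of 5, of which 3 per group were used for the microarray, whereas the labels describe neonatal piglets in groups of 3.

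For each array the authors deposited scanner values, which are the median intensity of each spot on a linear scale, not background-corrected and not normalized. There are 2898 spots for 322 pig miRNA probes, with 9 repeat spots each, and 1070 control spots. The files hold no local background, so the 786 empty spots of each array were used to measure it. The authors also deposited processed values, 1 per probe and array. These are intensities on a linear scale that follow the scanner values of the same array. They appear to be background-subtracted and normalized between arrays, by methods that the paper's text does not name. They were used only as an alternative.

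The scanner values of all spots were background-corrected with the normexp method of limma (version 3.58.1, R 4.3.3) with an offset of 50. Control spots were then left out, and the pig miRNA spots were quantile-normalized between arrays, transformed to log2 and averaged over the repeat spots of a probe. Paced and sham animals were compared with limma's lmFit and eBayes over all 322 probes, and p values were adjusted by the method of Benjamini and Hochberg. Counts are given at the methods' threshold for an unadjusted p and at an adjusted threshold of 0.05. A probe was taken as well above background on an array when the median of its repeat spots exceeded the median of the empty spots by more than 3 SD of the empty spots. As an addition made after the data were examined, this was repeated against the 15 nearest empty spots of each spot, with the SD of the empty spots about their own neighbours. Where a probe was not well above background on any array of a group, its level there is only bounded. The bound sets the mean of the brighter group against, for each array of the dimmer group, the lowest signal among probes well above background or the probe's own signal if that is higher, as means of normalized log2 values. All bounds computed for the named miRNAs were below 1, so no fold is given for these and only the measured values are. The precision is limited by the number of arrays. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

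The miRNAs named in the text were chosen by a rule set before the data were examined. They are all miRNAs of Table 1, the miRNAs that the results name for the array or for qPCR and that have a probe of that name, and up to 5 others. The others are those with the lowest p in limma among the probes well above background on all 6 arrays whose paced and sham values do not overlap, and only 3 met this rule. The array has no probe for miR-208a, miR-141 or miR-125-3p. Where the paper names no arm and the array has probes for both, both are given. Other miRNAs are named as neighbours of these, or were chosen after their values were seen, as is said where they appear.

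The separation of paced and sham animals is the mean Euclidean distance between arrays of different groups minus that within groups, over the 104 probes well above background on all arrays. It was tested with an exact permutation test over the 10 splits of the 6 arrays. The spread of the AF-associated miRNAs is the pooled within-group SD of the log2 values and its percentile among the same 104 probes. Neighbouring miRNA genes were taken from a gene table of the Sscrofa11.1 assembly, in which 295 of the probes have a gene. A genome sequence was not used here, and no coordinates are given.

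The alternatives set before the data were examined changed 1 choice at a time. They were no background correction, plain subtraction of the background with a floor of 32, normexp with an offset of 10, cyclic loess, scaling to the median of the probes well above background on all arrays, no normalization, the authors' processed values on the log2 scale, a filter on dim probes, the median of the repeat spots, the methods' t-test on the same log2 values and on the authors' processed values, limma with an intensity trend and a robust prior, the replicate number as a block, each animal left out in turn, and for the separation all probes or the Pearson correlation. The files name no slide or scan batch that could be used as a block. After the data were examined, normexp against the median of the 15 nearest empty spots and the methods' t-test on the log2 of the authors' processed values were added.

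The processing was tested on 20 simulated sets of 3 against 3 arrays with 322 probes, of which 30 were changed by 1 on the log2 scale, and with an SD of 0.15 between animals. The changed probes were drawn only from those well above background on all 6 arrays. At an adjusted threshold of 0.05, 99.2% of the changed probes were recovered, with 4.4 false calls per set on average, and the median fitted change was 0.86. The simulated SD was the same in both groups, while the observed SD over such probes was 0.24 in paced animals. The recovery does not carry over to dimmer probes, and only 4 of the 29 miRNAs of Table 1 were in the set drawn from. With no probe changed, 4.71% of the probes were at the methods' threshold.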

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

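The test of GC content and the tests against the empty-spot signal were chosen after the results were seen.

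The empty spots of the arrays carry no probe, and the paper does not report on them. Their signal differed between the groups. The mean of the array medians was 132 ± 75.8 (SD, n = 3) scanner units in sham and 301 ± 85.4 (SD, n = 3) in paced animals, a ratio of 2.28, and each of the 3 paced arrays lay above each of the 3 sham arrays. Background and pacing thus differ between the same arrays, and a plain comparison of the groups mixes them. Within a group pacing is constant, so the processed values of the authors were set against the empty-spot signal there. For the 12 upregulated miRNAs of Table 1, the median within-group slope was 0.37 log2 units per log2 unit of empty-spot signal. It lay at percentile 99.89 among 10000 random lists of equally bright miRNAs, whose median was -0.04. All 12 slopes were above 0. In 5 of the 12 the sham values followed the exact order of the empty-spot signal, and in 6 the paced values did, where chance gives 2. In the values normalized from the scanner data the median slope was 0.10 (percentile 99.7). Background that was not fully removed is a candidate explanation for part of the increases in Table 1. It rests on the same 6 arrays in which it was noticed. With the empty-spot signal as a covariate in limma on the values from the scanner data, which has 3 residual degrees of freedom and so separates background from pacing only weakly, 22 miRNAs were at the methods' threshold, 10 higher and 12 lower in paced animals, with 0 past the adjusted threshold. In Table 1, 1 of the 12 upregulated and 6 of the 17 downregulated miRNAs were among these, and 8 and 15 kept the paper's direction.

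For the 17 downregulated miRNAs of Table 1 the median within-group slope was -0.09, at percentile 25.89 among matched random lists, and 12 of the 17 slopes were below 0. The random lists cover this value, and with 3 arrays per group a weaker relation to the background cannot be told apart from none. GC content was weighed as another technical explanation for the upregulated miRNAs. Their median GC content was 68.75%, against 48.9% in 96 miRNAs outside Table 1 in the same range of brightness. If GC content raised the values of paced arrays, the difference between paced and sham animals should rise with it in those 96 miRNAs. Spearman's rho was -0.0658 (permutation test across miRNAs, which are not independent replicates, p = 0.524). With the miRNAs of Table 1 included it was 0.15 (permutation test, 121 miRNAs, p = 0.111). Table 1 was chosen for the differences themselves, so neither value decides, and an effect of GC content stays open. Within the groups, GC content and the slope on the empty-spot signal were related across the same miRNAs (rho 0.47), so the GC content of the upregulated miRNAs and their response to the background may be 1 effect. A response of the atrium to pacing remains open as well. Only the limma fit with the covariate tested it apart from the background, and weakly.

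On the authors' processed values, the methods' t-test put 6 miRNAs outside Table 1 at the methods' threshold with higher values in paced animals, and 5 with lower values. These data are not discussed in the paper. The 6 miRNAs, named here after their values were seen, are miR-339-3p, miR-7141-3p, miR-432-3p, miR-205, miR-615 and miR-365-5p. None of the 6 was well above background on any array, nor against the nearest empty spots, and the highest group mean among them was 19.7 units. In the values normalized from the scanner data their differences ranged from 0.05 to 0.16 on the log2 scale, with adjusted p values in limma from 0.407 to 0.796. Of the 5 with lower values, also named after their values were seen, miR-128 was well above background on all 6 arrays. The other 4, miR-2411, miR-148a-5p, miR-31 and miR-129a, were so on none, nor against the nearest empty spots, and their highest group mean was 13.6 units. In the values normalized from the scanner data their differences were 0.02, -0.20, -0.08 and -0.13. A higher background left in the paced arrays would raise such dim probes, and these 4 were lower in the authors' processed values, so it does not account for all of the 11. No explanation was tested for these miRNAs alone. With 322 miRNAs tested and 0 past the adjusted threshold, neither chance nor an effect of pacing is excluded.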

How the results depend on the processing

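The alternatives with the 15 nearest empty spots as background and with the methods' t-test on the log2 of the authors' processed values were chosen after the data were examined. All others were set before.

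Without background correction, with normexp at an offset of 10, with cyclic loess, with the median of the repeat spots, with an intensity trend and robust prior, with the methods' t-test on the same log2 values and with the nearest empty spots as background, the number of miRNAs at the methods' threshold was 31, 38, 31, 35, 40, 39 and 36, against 34 in the reported limma comparison. Of these, 31, 32, 22, 28, 31, 29 and 18 were among the 34. The adjusted count stayed at 0 under each of the 7, and the 29 miRNAs of Table 1 kept the paper's direction. With the nearest empty spots 52.8% of the miRNAs at the threshold were higher in paced animals, against 32.4%. The replicate number as a block gave 33 miRNAs, 26 of them shared, and a lowest adjusted p of 0.0883. The replicate numbers are not stated to pair animals of the 2 groups. The deviations of animals with the same number correlated at 0.17, -0.01 and 0.21 across probes, which neither shows nor excludes a pairing. A slide or scan block was not run, because the files name none.

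Plain subtraction with a floor left 20 miRNAs at the threshold, 13 of them in Table 1 with the paper's direction, and 1 of the 7 listed miRNAs at 2-fold. It reversed miR-30c-3p (0.023) and miR-381 (0.032). Scaling to the median of the detected probes gave 181 miRNAs (97.2% higher in paced animals), 171 of them at the adjusted threshold, and 16 miRNAs of Table 1 with the paper's direction. The difference of miR-7140-3p was then 0.94 (adjusted p = 3.07e-05, against a range up to 0.764 over the other settings). This scaling multiplies all probes of an array by 1 factor. The median difference over all probes was 0.44 with it and already 0.27 with no normalization, and the cause was not tested. In that setting 13 named miRNAs that were at the methods' threshold with or without it reversed, miR-324 (0.013), miR-455-5p (0.011), miR-326 (0.51), miR-362 (0.23), miR-363 (0.068), miR-18b (0.21), miR-17-3p (0.29), miR-24-2-5p (0.14), miR-542-5p (0.15), miR-27b-5p (0.33), miR-7 (0.23), miR-30c-3p (0.36) and miR-381 (0.38), and all but miR-326 stayed below that median. The signs of miR-23a, miR-29a and miR-133a-3p, at the threshold in neither, changed as well. No normalization gave 15 miRNAs, 100% of them higher, with 6 in Table 1, a separation of -0.24 and a median percentile of the spread of 46.6. Of the miRNAs at the threshold in either setting, miR-362 (0.069), miR-18b (0.050), miR-17-3p (0.13), miR-27b-5p (0.17), miR-7 (0.063), miR-30c-3p (0.20) and miR-381 (0.22) reversed, all below the median of 0.27. At the threshold in neither, miR-326, miR-23a, miR-24-3p, miR-29a and miR-133a-3p changed sign. The cause was not tested for plain subtraction or for no normalization.

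On the authors' processed values limma gave 31 miRNAs (64.5% higher, 17 shared) and the methods' t-test 29 (16 shared), with 0 at the adjusted threshold in both. On their log2 the methods' t-test gave 28 (53.6% higher, 16 shared) and 0, and miR-24-1-5p, not well above background on any array, reversed (-0.46). All 7 listed miRNAs were at 2-fold or more in these 3 settings. The cause was not tested. When only the 126 probes well above background on every array of a group were tested, 5 miRNAs were at the threshold, all 5 among the 34 and in Table 1, and 7 of Table 1 had the paper's direction, because the others, miR-7140-3p among them, were no longer tested. With 1 minus the Pearson correlation the separation was -0.00085, and the cause was not tested. With all probes it was 0.54. The difference of miR-7140-3p kept its sign wherever it was tested, and apart from the scaling to the median it lay between 0.25 (no background correction) and 0.77 (no normalization) in scanner values. On the authors' processed values it was 2.04, and 1.97 as a ratio of means. Of the 42 other named miRNAs, 41 kept their direction and their side of the threshold without background correction and 12 with the scaling to the median, the highest and lowest numbers among settings with all animals and all probes.

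With each animal left out in turn, the number at the threshold ranged from 19 (without sham replicate 2) to 67 (without paced replicate 1), and was 21 without paced replicate 3. The adjusted count ranged from 0 to 9. The 9 came without paced replicate 1 and were miR-1, miR-204, miR-29b, miR-365-3p, miR-218, miR-374a-5p, miR-126-5p and miR-148a-3p, higher in paced animals, and miR-181b, lower. Without paced replicate 2 it was 1, miR-21. Apart from miR-1 and miR-21, these were named after their values were seen. Most spike-in controls lay outside the sham values on each paced array, so these calls are not separated from hybridization conditions. Table 1 miRNAs at the threshold ranged from 15 to 21 and those with the paper's direction from 27 to 29. The separation ranged from -0.33 to 0.95 and the median percentile of the spread from 29.3 to 76.4. Leaving out an animal also changes the weight of the paced and sham pairs in the separation. The lowest percentile came without paced replicate 2. Without paced replicate 1 it was 52.4 and without sham replicate 3 54.3.

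Signal over background limits these results. Of the 34 miRNAs at the threshold, 12 were not well above background on any array, 7 with higher and 5 with lower values in paced animals. Against the nearest empty spots, the number was 6, 5 with higher and 1 with lower values.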

Differences from the paper's values

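The paper reports 29 changed miRNAs, 12 higher and 17 lower in paced animals, and the limma comparison gave 34, 11 and 23. These counts lie within a factor of 1.5 of each other. The folds of Table 1 are ratios, and the values given here for comparison are log2 differences of the normalized scanner values turned back into ratios. For miRNAs not well above background on any array of a group such a ratio does not measure a fold, and it is given only to set it beside the paper's number. The offset of 50 also draws the ratios of dim probes toward 1, and in simulated sets a log2 change of 1 was fitted as 0.86 at the median.

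The paper lists 7 miRNAs with an increase of 2-fold or more, and 0 of these reached it here. With the offset, a doubling of their signal above it would give a log2 difference of only 0.66 to 0.80. A log2 difference of 1 could therefore hardly be reached, and the 0 by itself is not evidence against the paper's 7. None of the 7 reached the difference of such a doubling either, with values from 0.11 (miR-4339) to 0.53 (miR-4334-5p). This shortfall does not decide the question for any of the 7, because the signal above the offset is not all signal of the miRNA. All but miR-4334-5p were also not well above background on any array. Of the alternatives set before the data were examined, the authors' processed values gave 7 in limma and with the methods' t-test, plain subtraction with a floor gave 1, and all others 0. The added t-test on the log2 of those values, chosen after seeing the values, also gave 7, and left 18 of the paper's 29 miRNAs at the threshold.

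Of the 29 folds of Table 1, 24 differed from the ratio here, and only these 24 are given below. A fold differed when, on the log2 scale, it lay farther from the value here than the miRNA's pooled within-group SD, or had the opposite sign. For miR-7140-3p a factor above 1.5 between the folds also counted. The folds of miR-1307, miR-22-3p, miR-143-3p, miR-324 and miR-486 did not differ. The paper's fold was 3.92 for miR-7140-3p, where the ratio here was 1.27. For the other upregulated miRNAs the paper's fold and the ratio here were 3.22 and 1.14 for miR-4335, 2.90 and 1.22 for miR-129b, 2.35 and 1.21 for miR-296-5p, 2.22 and 1.44 for miR-4334-5p, 2.16 and 1.08 for miR-4339, and 2.13 and 1.20 for miR-182. They were 1.95 and 1.39 for miR-4332, 1.90 and 1.18 for miR-1249, 1.63 and 1.05 for miR-671-3p, and 1.61 and 1.21 for miR-423-3p. For the downregulated miRNAs the paper's fold and the ratio here were -1.10 and -1.01 for miR-23b, -1.42 and -1.29 for miR-455-5p, -1.46 and -1.05 for miR-326, -1.57 and -1.23 for miR-362, -1.62 and -1.34 for miR-363, -1.67 and -1.26 for miR-18b, and -1.68 and -1.22 for miR-17-3p. They were -1.79 and -1.31 for miR-24-2-5p, -1.85 and -1.32 for miR-542-5p, -1.96 and -1.21 for miR-27b-5p, -2.37 and -1.28 for miR-7, -2.55 and -1.19 for miR-30c-3p, and -2.69 and -1.16 for miR-381.

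Table 1's folds are ratios of group means of the authors' processed values, so a match with those values is no independent check. Of the alternatives set before the data were examined, those values brought all 24 within the within-group SD, in limma and with the methods' t-test. Plain subtraction with a floor did so for miR-4334-5p, miR-4332, miR-1249, miR-423-3p, miR-362, miR-18b, miR-24-2-5p and miR-542-5p. Scaling to the median of the detected probes did so for miR-4334-5p, miR-4332, miR-1249, miR-671-3p, miR-423-3p and miR-23b. No normalization did so for these 6 and for miR-182 and miR-455-5p. The offset of 10 and leaving out paced replicate 2 did so for miR-455-5p. Under every other alternative set before the data were examined the 24 values still differed wherever the miRNA was tested. The nearest empty spots, chosen after seeing the values, brought none of the 24 within the within-group SD. The methods' t-test on the log2 of the authors' processed values, also chosen after seeing the values, brought all 24 within it.

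For the methods' t-test on the authors' processed values, 5 of the 29 p values differ from the paper's. The paper's p was 0.0540 for miR-4335, where the t-test of the methods gave 0.171. The paper's 0.0520 for miR-129b stands beside 0.127, its 0.0530 for miR-296-5p beside 0.102, its 0.0550 for miR-1249 beside 0.0867, and its 0.0050 for miR-324 beside 0.0852. Of the alternatives set before the data were examined, limma on the authors' processed values was within a factor of 1.5 for miR-4335 and miR-296-5p, and not for the other 3. The methods' t-test on the log2 values from the scanner data was within it for none of the 5. The methods' t-test on the log2 of the authors' processed values, chosen after seeing the values, was within it for all but miR-324, and 7 of the paper's 29 p values differed from it. In Table 1 itself, 10 of the 29 p values lie above the methods' threshold of 0.05.

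The limma comparison did not put 9 miRNAs of Table 1 at the methods' threshold. Of these, limma on the authors' processed values put miR-4335, miR-129b, miR-296-5p, miR-1249 and miR-671-3p at it, and the methods' t-test on those values miR-4339, miR-671-3p, miR-23b and miR-22-3p. Scaling to the median of the detected probes did so for miR-4335, miR-129b, miR-296-5p, miR-4339, miR-1249, miR-671-3p and miR-22-3p, cyclic loess for miR-296-5p, miR-1249 and miR-22-3p, no normalization and the replicate block for miR-129b and miR-296-5p, and plain subtraction and the median of the repeat spots for miR-4339. Leaving out paced replicate 2 did so for miR-296-5p, and leaving out paced replicate 3 for miR-1249. The nearest empty spots, chosen after seeing the values, did so for miR-129b, miR-4339, miR-1249, miR-671-3p and miR-326, and left 21 of the paper's 29 at it.

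The paper states that changes in miR-1, miR-21, miR-23a, miR-23b, miR-29a and miR-133a could not be determined because replicates varied. Quantile normalization holds the brightest probe, miR-133a-3p, in place, so its spread says nothing on this. Of the other 6 probes for these miRNAs, 4 had a within-group SD above the median of the probes well above background on all arrays. Those of miR-23a and miR-23b, at percentiles 20.7 and 10.1, did not. The paper also lists miR-23b in Table 1.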

Other observations

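The tests of hybridization conditions and of GC content were chosen after the results were seen. The counts over other splits of the arrays and the test of neighbouring genes were set before.

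Of the 10 ways to split the 6 arrays into 3 and 3, 2 gave at least 34 miRNAs at the methods' threshold in limma, the real split included. The other, with sham replicates 1 and 2 and paced replicate 1 on a side, gave 39. For the separation, 4 of the 10 splits gave at least the value of the real split. With 10 splits no share below 10% can be reached, so chance cannot be excluded for either result.

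Paced replicate 1 lay apart from paced replicates 2 and 3. The within-group SD over the 104 probes well above background on all arrays was 0.24 in paced and 0.15 in sham animals, a ratio of 1.59, and the real split was the only 1 of 10 with as unequal a spread. Spike-in controls do not depend on the tissue. Of 18 spike-in controls well above background, 16 (88.9%) differed between paced replicate 1 and the other paced arrays by more than their range over the sham arrays. Relative to the median control of the array, PUC2PM-20B was at 0.07 log2 units on paced replicate 1, at 0.13 to 0.29 on the sham arrays, and at 1.12 and 1.25 on paced replicates 2 and 3. Of the 18 controls, 12 lay outside the sham values on paced replicate 1 and 15 on each of paced replicates 2 and 3. In 7 of them paced replicate 1 lay on the opposite side of the sham values from the other paced arrays, and in 5 it lay among the sham values while the other paced arrays did not. Hybridization conditions that differed between arrays are a candidate explanation for the distance between paced replicate 1 and the other paced arrays, but the controls do not single out paced replicate 1. GC content was tested as well. Over the 104 probes, the difference between paced replicates 2 and 3 and paced replicate 1 was related to GC content, with Pearson's r of -0.25 (permutation test across probes, p = 0.0104) and Spearman's rho of -0.18 (permutation test, p = 0.0701). Probes are not independent replicates. After the GC trend of each array was removed, the ratio of the spreads was still 1.59. This argues against a GC trend as the whole cause, while a part in it stays open. A difference between the animals in their response to pacing remains open and was not tested, since each animal has 1 array.

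Transcription shared by clustered miRNA genes could make neighbouring miRNAs change together. Over 118 pairs of probes whose genes lie within 10 kb in Sscrofa11.1, the median difference between neighbours in the paced minus sham value was 0.15, as in random pairs of equal brightness (permutation test, p = 0.360). Over the 27 pairs well above background on all arrays it was 0.07 against 0.13 (permutation test, p = 0.0137). Most of the 118 pairs include a probe that was not well above background on all arrays, and the pairs share probes. The result over all pairs and that over the 27 brighter pairs differ. Whether clusters change together therefore stays undecided.

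The paper's qPCR data were not analysed here. They concern several miRNAs that the array also measured. The paper reports higher qPCR values in paced animals for miR-1, miR-10a-5p, miR-10b, miR-21 and miR-29a. On the array their log2 differences were 0.37, 0.03, 0.11, 0.37 and 0.04, none past the adjusted threshold in limma. With the arrays scaled to the median of the detected probes and without normalization miR-29a changed sign. The paper reports lower qPCR values for miR-23a, miR-23b and miR-24. On the array the differences were 0.09 for miR-23a, -0.02 for miR-23b, 0.12 for miR-24-3p, 0.00 for miR-24-1-5p and -0.39 for miR-24-2-5p, which is also in Table 1. The paper names no arm or gene of miR-24. On the authors' processed values in limma, the 3 miR-24 probes were at 0.13, -0.46 and -0.88, in the same order. The difference of miR-23a turned negative under the same 2 settings and on the authors' processed values, that of miR-24-3p without normalization, and that of miR-24-2-5p positive with the scaling. The paper normalized qPCR values of miRNAs to 5S rRNA. The array has 4 probes for it, whose processed values by the authors differed between paced and sham animals by 0.21 ± 0.21, 0.23 ± 0.14, -0.13 ± 0.15 and 0.15 ± 0.08 on the log2 scale (SD, pooled within the groups, n = 3 in each).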
